# Distinct Transcriptome Expression of the Temporal Cortex of the Primate *Microcebus murinus* during Brain Aging versus Alzheimer's Disease-Like Pathology

**DOI:** 10.1371/journal.pone.0012770

**Published:** 2010-09-16

**Authors:** Ronza Abdel Rassoul, Sabine Alves, Véronique Pantesco, John De Vos, Bernard Michel, Martine Perret, Nadine Mestre-Francés, Jean-Michel Verdier, Gina Devau

## Abstract

Aging is the primary risk factor of neurodegenerative disorders such as Alzheimer's disease (AD). However, the molecular events occurring during brain aging are extremely complex and still largely unknown. For a better understanding of these age-associated modifications, animal models as close as possible to humans are needed. We thus analyzed the transcriptome of the temporal cortex of the primate *Microcebus murinus* using human oligonucleotide microarrays (Affymetrix). Gene expression profiles were assessed in the temporal cortex of 6 young adults, 10 healthy old animals and 2 old, “AD-like” animals that presented ß-amyloid plaques and cortical atrophy, which are pathognomonic signs of AD in humans. Gene expression data of the 14,911 genes that were detected in at least 3 samples were analyzed. By SAM (significance analysis of microarrays), we identified 47 genes that discriminated young from healthy old and “AD-like” animals. These findings were confirmed by principal component analysis (PCA). ANOVA of the expression data from the three groups identified 695 genes (including the 47 genes previously identified by SAM and PCA) with significant changes of expression in old and “AD-like” in comparison to young animals. About one third of these genes showed similar changes of expression in healthy aging and in “AD-like” animals, whereas more than two thirds showed opposite changes in these two groups in comparison to young animals. Hierarchical clustering analysis of the 695 markers indicated that each group had distinct expression profiles which characterized each group, especially the “AD-like” group. Functional categorization showed that most of the genes that were up-regulated in healthy old animals and down-regulated in “AD-like” animals belonged to metabolic pathways, particularly protein synthesis. These data suggest the existence of compensatory mechanisms during physiological brain aging that disappear in “AD-like” animals. These results open the way to new exploration of physiological and “AD-like” aging in primates.

## Introduction

In EU, life expectancy is about 83 years for women and 76 for men, and it is expected to further increase. This trend will have major economic and social impacts due to the prevalence of age-related diseases. “Normal” age-related cognitive changes have been traditionally ascribed to cell loss in the brain. However, experimental evidence is now accumulating suggesting that synaptic rearrangement, rather than cell loss, causes critical age-related brain changes [1]–[3]. Most elderly individuals experience no major, or very limited functional impairment thus highlighting the human brain ability to compensate for potential cognitive decline. In other words, although aging may be a cause of cognitive alteration and is the main risk factor for Alzheimer's disease (AD) [4], they are clearly two separated processes. AD is not accelerated aging and therefore it is important to be able to distinguish physiological from pathological aging. The discovery of genes, which are differentially expressed in normally aging and AD brains, could provide a tool to identify biomarkers [5] that can differentiate between physiological and pathological brain aging and which might help to identify new therapeutic targets.

Non-human primates constitute a valuable tool for studies on brain aging because of their lifespan and their closeness to humans. We propose to take advantage of the grey mouse lemur, *Microcebus murinus*, which is a pro-simian primate whose lifespan in captivity can reach 12–13 years. In grey mouse lemurs, the 50% survival point occurs at 60 months (i.e., at the age of 5 years) and allows defining the adult and elderly part of the population [6]. Animals older than 5 years of age show desynchronized biological rhythms, motor activity and sleep-wake cycles [6], [7]. Importantly, during aging, some lemurs develop, like humans, pathognomonic signs of AD such as presence of ß-amyloid plaques [8] with a prevalence of 5% (data unpublished), tau protein aggregation [9] and cerebral atrophy [10]. Animals with cerebral atrophy present the most severe neuropathology associated with a progressive and consistent pattern of neuronal-glial alterations [10]. Moreover, this animal model can be used to investigate cognitive deficits [11]–[14].

We thus analyzed the gene expression profiles in the temporal cortex of young adult, healthy elderly and old lemurs with ß-amyloid plaques (“AD-like” group) in order to identify genes involved in physiological and pathological aging. Since *Microcebus murinus* microarrays do not exist, we decided to use Affymetrix human genome chips since recent studies have illustrated the feasibility of detecting non-human primate brain transcripts using human genome chips [15]–[18]. We chose the temporal cortex because this region is connected to the hippocampus and to the frontal cortex, which are critical structures for learning and memory and are altered in AD. Analysis of the microarray data indicates that the temporal cortex has different gene expression profiles in young, old and “AD-like” animals and that several genes are differentially expressed in healthy aged and “AD-like” animals. Specifically, genes involved in metabolism, particularly in protein synthesis, were up-regulated during physiological brain aging, whereas in “AD-like” brains genes involved in protein synthesis and nuclear activity were often down-regulated.

## Results

### Histological characterization of young adult, elderly and “AD-like” brain in *Microcebus murinus*

Before investigating the possible differences of gene expression in the temporal cortex of young adult, elderly and “AD-like” grey mouse lemurs, we compared the anatomical shape of the brains from the three groups (Fig. 1). We did not observe any difference in the thickness of the cerebral cortex and in the shape of the lateral ventricles between young (Fig. 1A) and healthy old animals (Fig. 1B). Conversely, in “AD-like” animals, we detected cortical atrophy, lateral ventricle dilatation (Fig. 1C) and ß-amyloid plaques (Fig. 1D,1E, 1F and 1G).

**Figure 1:**
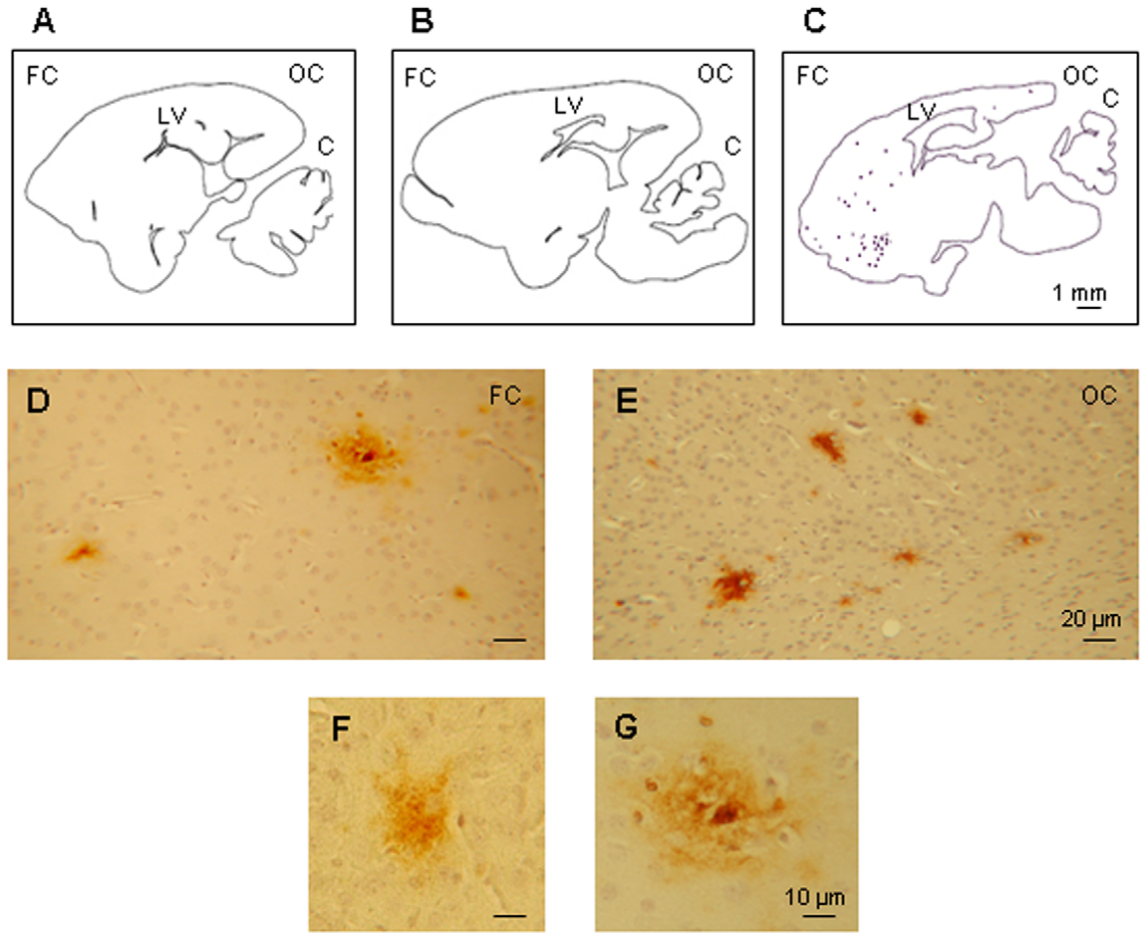
Brain sections and ß-amyloid plaques detection. Brain sagittal sections, localized at L 2.80 and L 3.00 from the median line according to the stereotaxic atlas of *Microcebus murinus* [40]. The contour of the brain slice was drawn with the Mercator software (ExploraNova, La Rochelle, France). ***A***. Young adult lemur (N^br^ 986) ***B***. Healthy old lemur (N^br^ 43) ***C***. AD-like old lemur (N^br^ 896). Frontal cortex (FC), occipital cortex (OC), cerebellum (C), lateral ventricle (LV). Amyloid deposits representative of the two “AD-like” lemurs, in the frontal cortex (D) and the occipital cortex (E). Higher magnification showing labeling of ß-amyloid plaques (F and G).

### Detection of transcripts with Affymetrix human genome chips

In order to assess the feasibility of using human genome arrays to study gene expression in the temporal cortex of *Microcebus murinus*, we first sequenced about 150 genes of the grey mouse lemur and compared them with their human homologues. They all presented a percentage of identity with their human counterparts that varied from 88% to 96% (data not shown). These results supported our choice of using the Affymetrix HG-U133 Plus 2.0 human microarray to investigate the pattern of gene expression in the temporal cortex of young adult, old and “AD-like” grey mouse lemurs (Table 1). 

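RNA from the temporal cortex of 6 young adult (4 females and 2 males), 10 old (7 females and 3 males) and 2 AD-like (2 females) grey mouse lemurs was hybridized to 18 human arrays, with 1 array for each animal. The paper gives mean ages of 1 ± 0.1, 7.8 ± 2.9 and 10 ± 3.3 years (SD) for these groups. The values analysed are linear signals made by the authors with GCOS 1.2, which scales each array to a trimmed mean of 100. Of the 54675 probe sets on the array 62 are controls and were left out. The 14911 probe sets with the highest third-highest signal over the 18 arrays were kept, a rule that ignores the groups, and each kept probe set had at least 3 signals of 147.5 or more. Signals were transformed to log2(signal + 16) and compared with limma in a model of the 3 groups on all 18 arrays, and p values were adjusted by Benjamini-Hochberg over the kept probe sets. The spread of the 2 AD-like animals was assumed to be that of the other groups, and the number of animals limits the precision. The most similar pair of arrays had a Spearman correlation of 0.778 across probe sets, so no array was present more than once. The Y-linked gene RPS4Y1 gave a signal of at least 1807 in the 5 males and at most 281 in the 13 females. The log2 ratio of the 3' to the 5' control of GAPDH was 0.31 ± 0.20 (SD, n = 6) in young adult, 0.59 ± 0.53 (SD, n = 10) in old and 0.47 ± 0.20 (SD, n = 2) in AD-like animals (two-sided exact permutation test of old against young adult animals, p = 0.239). The 4 arrays of young adult M2, old M1, old M2 and AD-like F2 carried no poly-A control RNA, with control signals of at most 19.0 against at least 334 on the other 14 arrays. Comparisons within the 14 arrays, or with these 2 sets of arrays as a block, were added after the data were seen.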

The overall rate of genes with a “present” detection call (P) for each group was about 20%, with a slightly higher number of genes (9,456±1,378) detected in healthy aged animals, and a slightly lower number of genes (8,259±45) expressed in the “AD-like” group in comparison to the young adult group (8,914±1,482). Moreover, we noticed a lower SD in both “AD-like” animals, suggesting a better homogeneity of gene expression within this group. 

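The number of probe sets with a signal of at least 100 was 15402 ± 2110 (SD, n = 6) in young adult animals, 14368 ± 1623 (SD, n = 10) in old animals and 15836 ± 1790 (SD, n = 2) in AD-like animals. Old animals had fewer such probe sets than young adults, a difference of -1035 that is less than the spread between animals (two-sided exact permutation test, p = 0.284), and it was -538 without young adult M1 and -1555 without young adult F2. AD-like animals had 1468 more than old animals (two-sided exact permutation test, p = 0.318, where 66 splits of the animals allow no p below 0.0152). The latter difference was 202.3 without AD-like F2 and 2733 without AD-like F1. A signal of 100 is not a detection call, and detection calls were not used here.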

In human somatic tissues, which also included brain samples, the mean rate of genes with P call was 21278 (range: 7142–28389). Hence, although the percentage of genes detected by the HG-U133 Plus 2.0 microarray was lower in grey mouse lemur samples, it was still within the range of values observed in human samples.

**Table 1:** Genes detected in the temporal cortex of *Microcebus murinus*.

	Age (yr)	Males	Females	Number of detected genes
Young	1±0.1	2	4	8914.67±1482.68
Old	7.8±2.9	3	7	9456.20±1378.93
AD-like	10±3.3	0	2	8259.00±45.25
All		5	13	9142.67±1349.59

Transcripts detected in temporal cortex samples from young adult, old and “AD-like” animals by hybridization to the Affymetrix HG-U133 Plus 2.00 Array. The ages and the detected genes were expressed as mean ± SD.

### Analysis of age-dependent gene expression changes in the temporal cortex

In order to characterize the expression profiles of adult, old and “AD-like” temporal cortex of *Microcebus murinus*, we first filtered the raw data (see Figure 2 for a schematic description for the analytical approach) and kept only the transcripts (n = 14,911) which had a “P” call in at least 3 samples. 

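Of the 14911 probe sets kept, 12717 carried 1 gene symbol, 584 carried several and 1610 carried none, and 8819 genes were represented when 1 probe set was taken for each gene. Of the 152 probe sets of Table S1, 90 were among those kept here. For these 152 the group means computed from the signals differed from the means printed in the supplement by at most 2.10%.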

We then used the Significance Analysis of Microarrays (SAM) method to identify genes that were differentially expressed when comparing the three groups together or when assessing only healthy elderly and young or “AD-like” animals. The comparison of the three groups identified 1,055 transcripts with a false discovery rate (FDR) up to 45%. Since this risk of false positive was high, we assessed the significance of the changes in gene expression by ANOVA. The ANOVA analysis with a cut off at p<0.05 identified 695 genes with a significant gene expression change (i.e. 4.7% of expressed genes) and this number was reduced to 152 when the cut off was set at p<0.01 (i.e. 1% of the expressed genes) (Fig. 2 and Table S1).

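Between the 3 groups, 755 probe sets differed at an unadjusted p under 0.05 and 157 at an unadjusted p under 0.01 by limma's F test, where chance alone gives 746 and 149 of 14911. After adjustment 0 probe sets passed an adjusted p of 0.05 in limma, with a smallest adjusted p of 0.185. The analysis of variance on linear signals named in the methods gave 755 probe sets at an unadjusted p under 0.05 and 143 under 0.01, and 0 after adjustment. The same analysis of variance, run on the 152 probe sets of Table S1, gave 148 with a p under 0.01, of which 60 lie outside the 14911. Within the 14 arrays with poly-A controls limma's F test gave 855 probe sets at an unadjusted p under 0.05.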

**Figure 2:**
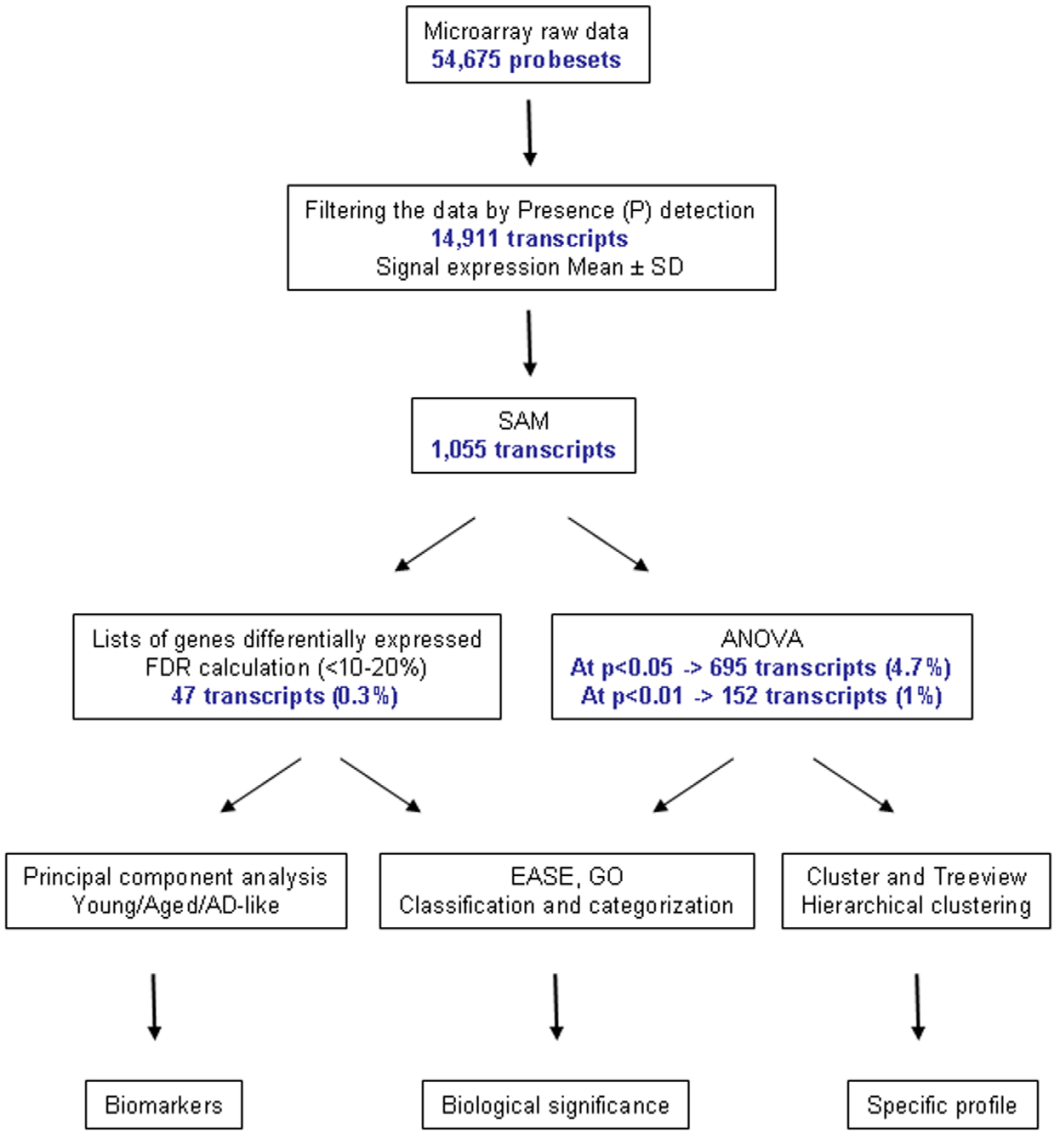
Schematic representation of the different analyses. Microarray data were filtered to detect the present transcripts (P). Then the filtered data were processed by SAM. ANOVA was performed with the (P) data and with the data sorted by SAM and the 47 P selected genes were analyzed by PCA. Finally, the 47 and the 695 genes were investigated by clustering and were classified by functional categories.

On the other hand, comparison of the gene expression data from the young and the old group by SAM sorted 44 transcripts (FDR about 10%, Table 2), which were significantly up-regulated (fold change between 1.37 and 3.82) in healthy aging animals (Table 3). These genes are mainly involved in protein synthesis, mitochondrial metabolism, and nuclear regulation. Conversely, comparison of the gene expression data from “AD-like” and healthy old animals indicated that 40 genes were strongly down-regulated (fold change between −1.6 and −3.3) in the “AD-like” group (Tables 4 and 5), with the exception of *GK001* that was up-regulated. Among these genes, only a fraction plays a role in protein synthesis and nuclear regulation.

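MT1G, which encodes a metallothionein, had a mean signal of 2147 ± 675 (SD, n = 10) in old and 1054 ± 600 (SD, n = 6) in young adult animals, a log2 difference of 1.12 that did not pass adjustment (limma, adjusted p = 0.837). It lay above the young adult median in 9 of 10 old animals. The exosome subunit EXOSC9 had a log2 difference of 0.79 and the pyrophosphatase PPA1 one of 0.74, and both lay above the young adult median in 10 of 10 old animals. All 43 probe sets printed in Table 3 were higher in old animals at an unadjusted p under 0.05, 0 of them passed when adjusted over all probe sets, and 43 passed when adjusted over the list alone. The study chose this list on these samples, so the last count is not independent evidence. After quantile normalization 30 of the 43 had an unadjusted p under 0.05 and 24 passed over the list alone, and in females 24 and 10. All 43 were higher in both, with a median log2 difference of 0.53 and 0.55 against 0.67 over all animals. Without young adult F4, 40 of the 43 had an unadjusted p under 0.05. SAM on linear signals called 56 probe sets higher and 0 lower in old animals at an estimated FDR of 9.92%, the 43 of Table 3 among them.

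Over all 14911 probe sets, 520 were higher and 363 lower in old animals at an unadjusted p under 0.05 in limma, 883 together, and 0 passed after adjustment. Without a filter 1001 were higher and 1925 lower, so the excess of higher probe sets holds only with a filter for bright ones. The test on linear signals named in the methods gave 484 higher and 420 lower, and 0 after adjustment. The smallest p belonged to NMRAL1, with a log2 difference of 1.70, followed by NAT16, with a log2 difference of -1.82. Without young adult M1, 521 probe sets had an unadjusted p under 0.05. With the 2 sets of arrays as a block the count was 1263, and within the 14 arrays with poly-A controls it was 1043.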

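Of 60 nuclear-encoded genes of the respiratory chain and ATP synthase, taken from a fixed list, 47 were higher in old than in young adult animals. The mean log2 difference was 0.31, with 0.18 in females and 0.56 in males. The list passed camera with the preset correlation (adjusted p = 7.28e-07) and did not pass with an estimated correlation (adjusted p = 0.291). Its mean over the genes was higher in old animals (two-sided exact permutation test, p = 0.00025). Of these 60 genes, 15 were higher at an unadjusted p under 0.05 in limma, 0 when adjusted over all probe sets and 0 when adjusted over the list alone. NDUFB8 had a log2 difference of 0.78 and lay above the young adult median in 10 of 10 old animals.

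All 7 metallothioneins measured were higher in old animals, by a mean log2 difference of 0.87. The adjusted p of camera was 2.42e-06 with the preset and 0.291 with an estimated correlation, and 3 genes passed when adjusted over the list alone. The estimated correlation was 0.70, so these are not 7 independent measurements. Random lists of like brightness had a mean difference of 0.28 and a highest of 0.63. After quantile normalization the metallothioneins had 0.60 and the random lists a mean of 0.01. Of 48 heterogeneous nuclear ribonucleoproteins and splicing factors 38 were higher, with a mean log2 difference of 0.16 (camera, adjusted p = 0.0179 with the preset and 0.595 with an estimated correlation), which was 0.09 without young adult M1 and 0.10 without young adult M2 (camera, adjusted p = 0.157 and 0.203). The list also did not pass without old F1 or without old F2 (camera, adjusted p = 0.0793 and 0.0531). Of 40 translation initiation and elongation factors 28 were higher, and the list did not pass (camera, adjusted p = 0.0989). The same holds for the 25 histone acetyltransferases and deacetylases, of which 15 were higher (camera, adjusted p = 0.759). Of the 30 lists tested, 6 passed with the preset correlation and 0 with an estimated correlation.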

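GADD45G, a growth arrest and DNA damage gene, had a mean signal of 19.1 ± 3.60 (SD, n = 2) in AD-like and 209 ± 65.2 (SD, n = 10) in old animals, a log2 difference of -2.63 (standard error 0.41, limma, adjusted p = 0.0389), and both AD-like animals lay below 10 of 10 old animals. The AD-like signals of 21.6 and 16.5 lie below the array medians of 44.3 and 53.0, so the size of the difference depends on the offset, with -3.33 at an offset of 1 and -1.87 at an offset of 50 (limma, adjusted p = 0.237). It passed with sex as a covariate, in females, with array weights and with the beta-actin ratio as a covariate (limma, adjusted p = 0.0103, 0.0193, 0.0384 and 0.0395). The call ended, with a difference of about the same size, without AD-like F1 (-2.73, adjusted p = 0.0686), without AD-like F2 (-2.52, 0.184), after quantile normalization (-2.68, 0.0686), after median centring (-2.66, 0.0570) and with the array batch as a block (-2.48, 0.0605), and over the 18 leave-one-out fits the adjusted p ranged from 0.00848 to 0.184 and was above 0.05 in 13. The enolase ENO3 had a log2 difference of -1.97 and the serotonin receptor HTR4 one of -2.33, and neither passed adjustment (limma, adjusted p = 0.190 for both). The AD-like signals of ENO3, 14.4 and 15.3, also lie below these medians, and its difference was -2.73 at an offset of 1 (limma, adjusted p = 0.0178) and -1.27 at an offset of 50. With sex as a covariate both genes passed (limma, adjusted p = 0.0457 for ENO3 and 0.0495 for HTR4). SPAG4 had a log2 difference of -1.73 (limma, adjusted p = 0.214), which was -2.60 without AD-like F2 (adjusted p = 0.0256) and -0.86 without AD-like F1. CAMK2N1, printed as CaMKIINalpha in Table 5, had a log2 difference of -1.67, and NRXN2 one of -1.43. GSK3B had a log2 difference of -1.01. Without AD-like F2 these differences were -1.06, -0.80 and -0.56. In each of these 3 genes both AD-like animals lay below 10 of 10 old animals, and 0 of the 3 passed adjustment. The gene printed as GK001 was higher by a log2 difference of 1.37 (limma, adjusted p = 0.699).

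Of the 40 probe sets of Table 5, 36 were lower and 1 was higher in AD-like animals at an unadjusted p under 0.05 in limma. When adjusted over all probe sets 0 passed, and 37 passed when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. Without AD-like F2, 10 were lower at an unadjusted p under 0.05, without AD-like F1 27, and within the 14 arrays with poly-A controls 15. In each of these, as over all animals, 39 of the 40 lay lower, with a median log2 difference of -0.64 without AD-like F2, -1.10 without AD-like F1 and -0.69 within the 14 arrays against -0.93, so the fewer calls go with smaller differences where AD-like F2 is absent and with 1 AD-like animal in place of 2. Over all probe sets kept 188 were higher and 539 lower at an unadjusted p under 0.05, and 1 passed adjustment, while without a filter 2146 were higher and 989 lower. The test on linear signals named in the methods gave 451 higher and 317 lower, and 0 after adjustment. SAM called 145 lower and 0 higher at an estimated FDR of 21.2%, among them 36 of the 38 probe sets of Table 5 that were kept. Without AD-like F1, 1139 probe sets had an unadjusted p under 0.05 and 19 passed adjustment.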

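Of 15 glycolysis genes 14 were lower in AD-like than in old animals, with a mean log2 difference of -0.41, and the list did not pass (camera, adjusted p = 0.0552). The 7 metallothioneins were all lower, with a mean log2 difference of -0.70 and the same adjusted p. Of 18 calcium and calmodulin kinase genes 14 were lower (camera, adjusted p = 0.107), and of 41 genes of presynaptic vesicle release 27 were lower (camera, adjusted p = 0.176). These differences rest mainly on AD-like F2, whose array carried no poly-A control RNA. Without that animal the mean log2 differences were -0.14 for glycolysis, -0.20 for metallothioneins, -0.16 for the kinases and -0.02 for vesicle release. Without AD-like F1 they were -0.69 for glycolysis and -1.20 for metallothioneins. Among the fits that kept both AD-like animals, both lists passed with the preset correlation without old F2 (camera, adjusted p = 0.0329 for both). Metallothioneins also passed without old M1 (0.00440) or young adult F2 (0.0470), and glycolysis without young adult F3 (0.0460). With an estimated correlation and all animals neither list passed (camera, adjusted p = 0.831 for both). Of 25 histone acetyltransferases and deacetylases 13 were higher and 12 lower in AD-like animals (camera, adjusted p = 0.793), and 3 were higher and 0 lower at an unadjusted p under 0.05 in limma.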

**Table 2:** Number of genes identified by SAM as differentially regulated in the temporal cortex of old animals.

Delta	Significant genes	FDR%
**0.76**	**6**	**0.00**
0.74	14	6.84
0.64	30	9.58
**0.64**	**44**	**10.88**
0.56	53	12.65
0.56	70	13.68
0.49	83	17.31
0.43	105	20.06
0.43	116	20.64
0.42	148	21.35
0.41	177	22.18
0.40	213	23.83
0.39	233	24.25
0.36	334	27.24
0.33	399	31.08
0.30	532	34.74
0.28	605	37.67
0.25	710	41.41

Delta table: number of genes with significant expression change in brain of aged lemurs detected by SAM analysis of expression data from temporal cortex samples of 10 healthy old lemurs and 6 young adults. The delta parameter is the threshold used to select genes that are significantly differentially expressed. The false discovery rate (FDR, expressed in %) is defined by the number of false positive genes divided by the number of genes identified as differentially expressed. Higher delta values lower the FDR but also reduce the number of selected genes. Delta table.

**Table 3:** Genes identified by SAM as differentially regulated in the temporal cortex of old animals.

Probesets	Name	FC	p-value	Function
205061_s_at	EXOSC9	1.77	****	Prot. Synthesis
0200936_at	RPL8	1.58	***	Prot. Synthesis
200817_x_at	RPS10	1.56	***	Prot. Synthesis
226131_s_at	RPS16	1.59	***	Prot. Synthesis
211487_x_at	RPS17	1.70	***	Prot. Synthesis
212270_x_at	RPL17	1.54	***	Prot. Synthesis
214003_x_at	RPS20	1.65	****	Prot. Synthesis
200834_s_at	RPS21	1.65	***	Prot. Synthesis
218830_at	RPL26L1	1.59	**	Prot. Synthesis
219762_s_at	RPL36	1.85	****	Prot. Synthesis
212863_x_at	CTBP1	1.47	**	Prot. Synthesis
200757_s_at	CALU	1.37	****	Prot. Maturation
222578_s_at	UBE1DC1	1.58	***	Proteolysis
201322_at	ATP5B	1.38	**	Mitoch. Metabolism
207507_s_at	ATP5G3	1.56	*	Mitoch. Metabolism
200818_at	ATP5O	1.49	**	Mitoch. Metabolism
201226_at	NDUFB8	1.63	**	Mitoch. Metabolism
**201227_s_at**	**NDUFB8**	1.65	***	Mitoch. Metabolism
35201_at	HNRPL	1.34	*	RNA related
218117_at	RBX1	1.59	***	Nuclear factor
226465_s_at	SON	1.72	***	Nuclear factor
204009_s_at	KRAS	1.38	***	Epigenetic
207721_x_at	HINT1	1.58	**	Epigenetic
1555961_a_at	HINT1	1.68	***	Epigenetic
224415_s_at	HINT2	1.47	***	Epigenetic
222540_s_at	HBXAP	1.38	***	Epigenetic
204745_x_at	MT1G	2.04	***	Cell cycle regulation
206461_x_at	MT1H	2.02	***	Cell cycle regulation
218206_x_at	SCAND1	1.45	*****	Cell proliferation
208864_s_at	TXN	1.56	***	Cell proliferation
**205352_at**	**SERPINI1**	1.50	***	Neurogenesis
232520_s_at	NSFL1C	1.48	***	Synapse
202670_at	MAP2K1	1.59	****	Kinase
226888_at	CSNK1G1	1.35	*****	Kinase
**217848_s_at**	**PP**	1.69	*****	Phosphatase
205809_s_at	WASL	1.80	**	Transduction
219392_x_at	FLJ11029	1.36	***	Unknown
**229302_at**	**MGC33926**	1.46	*****	Unknown
**230076_at**	**FLJ10156**	1.47	****	Unknown
225956_at	LOC153222	1.54	*	Unknown
218859_s_at	C20orf6	1.88	**	Unknown
241993_x_at	—	1.90	*****	Unknown
**218011_at**	**—**	1.57	*****	Unknown

List of 44 transcripts detected with a delta value set at 0.64 and a FDR of about 10%. Genes were classified according to their function: metabolism, nuclear activity, neurotransmission–synaptic plasticity, signaling pathways and unknown functions. P-value of the Student's t-test: 0.05 (*); 0.01 (**); 0.05 (***); 0.001 (****); 0.0005 (*****); FC: fold change. The 6 genes detected with 0% FDR were noted in bold.

**Table 4:** Number of genes identified by SAM as differentially regulated in “AD-like” temporal cortex samples.

Delta	Significant genes	FDR%
**0.46**	**2**	**0.00**
0.38	27	17.42
0. 36	37	19.06
**0.35**	**40**	**21.16**
0.28	52	23.51
0.24	84	30.79
0.24	94	29.51
0.23	110	30.78
0.21	172	35.27
0.20	208	35.72
0.20	244	36.61
0.19	341	37.78
0.19	460	40.07
0.17	569	42.15
0.17	765	43.89
0.16	836	45.28
0.15	968	48.92
0.14	1073	51.27

Delta table: number of genes with significant expression changes in aged animals detected by SAM analysis of expression data from temporal cortex samples from 2 “AD-like” lemurs and 10 healthy old animals.

**Table 5:** Genes identified by SAM as differentially regulated in “AD-like” temporal cortex samples.

Probesets	Name	FC	p-value	Function
211487_x_at	RPS17	−2.07	***	Prot. synthesis
200834_s_at	RPS21	−1.60	****	Prot. synthesis
225672_at	GOLGA2	−1.88	*	Prot. maturation
38710_at	OTUB1	−1.51	*	Proteolysis
**35201_at**	**HNRPL**	−1.61	******	RNA related
203752_s_at	JUND	−1.86	*	Transcription
227772_at	LATS1	−1.98	*	Transcription
200055_at	TAF10	−1.90	***	RNA related
209431_s_at	ZNF278	−2.53	******	Nuclear factor
218977_s_at	SECP43	−2.71	******	Nuclear factor
48580_at	CXXC1	−2.84	*	Nuclear factor
223132_s_at	TRIM8	−1.74	*	Nuclear factor
208676_s_at	PA2G4	−1.90	*	Cell cycle regulation
218034_at	TTC11	−1.65	**	Apoptosis
219888_at	SPAG4	−3.34	**	Cytoskeleton
203069_at	SV2A	−1.64	**	Synapses
225058_at	GPR108	−2.23	**	Synapses
209982_s_at	NRXN2	−2.59	***	Synapses
229309_at	ADRB1	−1.79	*	Synapses
206397_x_at	GDF1	−2.01	*	Growth factor
210185_at	CACNB1	−1.70	*	Ion channel
**222432_s_at**	**GK001**	2.65	******	Signal. Transd.
213108_at	CAMK2A	−1.65	******	Kinase
215903_s_at	MAST2	−2.22	*****	Kinase
228302_x_at	CaMKIINalpha	−3.09	***	Kinase
209945_s_at	GSK3B	−1.97	*	Kinase
200822_x_at	TPI1	−1.87	***	Phosphate metabol.
33197_3_at	GAPD	−1.33	*	Phosphate metabol.
225519_at	PPP4R2	−2.08	******	Phosphatase
227325_at	LOC255783	−5.11	******	Unknown
228935_at	LOC283400	−5.20	******	Unknown
210408_s_at	CPNE6	−2.06	******	Unknown
217033_x_at	—	−1.68	*****	Unknown
1554429_a_at	DMWD	−1.87	****	Unknown
219392_x_at	FLJ11029	−1.79	****	Unknown
48106_at	—	−2.01	***	Unknown
219910_at	HYPE	−1.57	*	Unknown
207435_s_at	SRRM2	−1.97	*	Unknown
218089_at	C20orf4	−1.92	*	Unknown
218429_s_at	FLJ11286	−1.72	*	Unknown

List of the 40 transcripts sorted using a delta set at 0.35 and a FDR of 21%. All were down-regulated in AD, but for *GK001*. Genes were classified according to their function: metabolism, nuclear activity, neurotransmission–synaptic plasticity, signaling pathways and unknown functions. FC: fold change; P value: 0.05 (*); 0.01 (**); 0.05 (***); 0.001 (****); 0.0005 (*****). The 2 genes detected with 0% FDR were noted in bold.

When for the comparison of the three groups a more stringent delta cutoff was chosen (from 0.058 to 0.03) the number of genes identified as differentially expressed in the three groups was reduced to 47 and among them were included the 28 genes that had been already sorted by the two SAM analyses using the data from young and healthy old animals or healthy old and both “AD-like” animals (Tables 6 and 7).

**Table 6:** SAM analysis of the expression data from the three groups.

	Probesets	Name	FCA/Y	p-value	FCAD/Y	p-value	FCAD/A	p- value	Functions
A	226131_s_at	RPS16	1.59	***	1.19	NS	−1.34	*	prot synthesis
	214003_x_at	RPS20	1.65	****	1.03	NS	−1.60	***	prot synthesis
	218830_at	RPL26L1	1.59	***	1.26	*	−1.26	*	prot synthesis
	219762_s_at	RPL36	1.85	****	−1.02	NS	−1.88	*	prot synthesis
	200757_s_at	CALU	1.37	*****	−1.07	*	−1.47	*****	prot maturation
	201227_s_at	NDUFB8	1.65	****	1.20	**	−1.37	****	mitoch metabol.
	218206_x_at	SCAND1	1.45	*****	−1.04	NS	−1.51	***	cell prolif.
	207721_x_at	HINT1	1.58	***	1.13	NS	−1.40	NS	Epigenetic
	224415_s_at	HINT2	1.47	***	−1.04	NS	−1.53	*****	Epigenetic
	222540_s_at	HBXAP	1.38	***	1.09	NS	−1.27	**	Epigenetic
	204009_s_at	KRAS	1.38	***	1.04	NS	−1.32	*	Epigenetic
	202670_at	MAP2K1	1.59	*****	1.21	NS	−1.32	NS	Kinase
	217848_s_at	PP	1.69	*****	1.34	***	−1.26	*	Phosphatase
	230076_at	FLJ10156	1.47	*****	1.10	NS	−1.34	***	Unknown
	241993_x_at	—	1.90	****	1.35	NS	−1.41	NS	Unknown
	218011_at	—	1.57	*****	1.09	NS	−1.45	NS	Unknown
B	223132_s_at	TRIM8	−1.06	NS	−1.85	*	−1.74	*	nuclear fact.
	222432_s_at	GK001	−1.19	NS	2.23	******	2.65	*****	signal transd.
	213108_at	CAMK2A	1.42	*	−1.16	****	−1.65	*****	Kinase
	209945_s_at	GSK3B	1.43	*	−1.38	NS	−1.97	*	Kinase
C	211487_x_at	RPS17	1.70	****	−1.22	NS	−2.07	***	prot synthesis
	200834_s_at	RPS21	1.65	****	−1.03	NS	−1.60	****	prot synthesis
	35201_at	HNRPL	1.34	*	−1.20	*	−1.61	*****	RNA related
	219392_x_at	FLJ11029	1.36	***	−1.32	NS	−1.79	****	Unknown

Genes with significant expression changes identified when data from the cortex samples of young (Y), healthy aged (A) and “AD-like” (AD) were compared. FC: Fold Change. These genes have been already sorted as regulated by age (see Table 3); B: genes already identified as regulated by AD (Table 5); C: genes regulated by age and by AD (Table 3 and 5).

**Table 7:** SAM analysis of the expression data from the three groups.

Probesets	Name	FCA/Y	p-value	FCAD/Y	p-value	FCAD/A	p- value	Functions
200029_at	RPL19	1.69	***	1.07	NS	−1.58	NS	prot synthesis
222991_s_at	UBQLN1	−1.27	NS	1.61	**	2.04	***	Proteolysis
204528_s_at	NAP1L1	1.09	NS	2.15	******	2.34	*****	RNA related
213470_s_at	HNRPH1	−1.52	***	−1.45	*	1.05	NS	RNA related
204847_at	ZBTB11	1.34	**	2.17	******	1.62	*****	nuclear fact.
203138_at	HAT1	1.17	NS	2.14	**	1.83	**	Epigenetic
203845_at	PCAF	1.13	NS	1.93	NS	1.71	NS	Epigenetic
202260_s_at	STXBP1	1.08	NS	1.50	******	1.40	*****	Synapse
214441_at	STX6	−1.67	*****	−1.50	**	1.12	NS	Synapse
232520_s_at	NSFL1C	1.48	****	1.20	**	−1.23	*	Synapse
226683_at	SNAG1	1.01	NS	1.51	******	1.50	*****	Synapse
205352_at	SERPINI1	1.50	***	1.64	*	1.09	NS	Neurogenes.
222960_at	CACNA1H	−2.04	******	−1.81	*	1.13	NS	Ion channel
223208_at	KCTD10	−1.86	***	1.52	******	2.83	*****	Ion channel
211302_s_at	PDE4B	−2.29	***	−4.68	***	−2.05	NS	Phosphatase
1563674_at	SPAP1	1.68	NS	4.78	***	2.84	**	Phosphatase
218021_at	DHRS4	−1.49	*****	1.10	NS	1.64	**	Dehydrogen
229302_at	MGC33926	1.46	******	1.28	***	−1.14	*	Unknown
65635_at	FLJ21865	−1.30	***	−1.43	***	−1.10	NS	Unknown
215672_s_at	KIAA0828	−1.72	******	−1.66	NS	1.04	NS	Unknown
48106_at	—	−1.18	NS	−2.37	****	−2.01	***	Unknown
240835_at	—	1.16	NS	2.26	******	1.95	*****	Unknown
1553705_a_at	—	−1.50	***	−1.07	NS	1.41	***	Unknown

Genes with significant expression changes identified when data from the cortex samples of young (Y), healthy aged (A) and “AD-like” (AD) were compared. FC: Fold Change. These genes have been identified by SAM using the data from the three groups.

Principal component analysis of the 47 genes, which were identified as differentially expressed in the three groups by SAM, confirmed that they could clearly separate young, healthy old and “AD-like” animals (Fig. 3). The first component represented the gene expression signature with a score of 64.59% of the variance in the three groups. 

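For the 47 probe sets of Tables 6 and 7, which include RPS21, RPL36, NDUFB8, HAT1 and ZBTB11, the first component of the linear signals held 44.0% of the variance and the second 20.6%. On the first component the 10 old animals scored between 0.52 and 6.21, above each of the 6 young adults, whose scores ran from -8.33 to -0.97. The 2 AD-like animals scored -3.16 and -4.49 there, within the range of the young adults. On the second component they scored 7.68 and 7.56, and the highest score of any other animal was 1.49. The 47 probe sets were chosen by the study on these animals. In 1000 random sets of 47 probe sets of like mean signal the first component held a median of 32.0% of the variance, and 0 sets reached 44.0%. On the covariance matrix the components held 67.3% and 7.52%, and over all kept probe sets, as standardized linear signals, 23.5% and 11.5%. There the second component did not set the AD-like animals apart, with a lowest AD-like score of 156 against a highest other score of 886 on the covariance matrix, and of 0.65 against 54.0 over all kept probe sets. On the first component 9 and 2 of the 10 old animals then lay above every young adult.

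**Figure D1:**
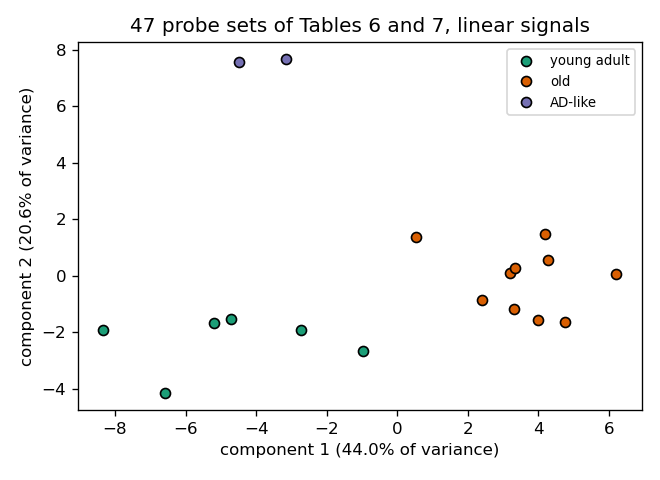
Scores of the 18 animals on the first (horizontal) and second (vertical) component of the 47 probe sets, 1 point for each animal, coloured by group. The 2 AD-like animals lie at 7.56 and 7.68 on the vertical axis, above the other 16.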

Healthy aged animals could be differentiated from the young ones with a score of 43.85% (Fig. 3A, axis 1), and the “AD-like” group could be distinguished from the healthy old group with a score of 20.74% (Fig. 3A, axis 2). Genes with a high correlation coefficient were considered to be important for discriminating the three groups (Fig. 3B). Genes located to the left of axis 1 characterized the group of healthy aged animals. Most of them are involved in protein synthesis (*RPS16*, *17*, *19*, *20*, *21*, *RPL26L1* and *36*), mitochondrial metabolism (*NADH dehydrogenase complex*, *NDUFB8*) or in the regulation of transcription (*SCAND1*, *HNRPL*, *HINT1-2*, *KRAS*). 

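RPS16 had a mean signal of 2417 ± 458 (SD, n = 10) in old and 1520 ± 545 (SD, n = 6) in young adult animals, a log2 difference of 0.73 that did not pass adjustment (limma, adjusted p = 0.837). RPL36 had a log2 difference of 0.85 and lay above the young adult median in 9 of 10 old animals. SCAND1 and HINT1, which act in transcription, had log2 differences of 0.53 and 0.77, and both lay above the young adult median in 10 of 10 old animals. Each of these 4 genes had an unadjusted p under 0.05 in limma.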

Genes located at the top of axis 2 characterized the “AD-like” group. Some of these genes play a role in neurotransmission (*STXBP1*), intracellular trafficking (*SNAG1*), regulation of transcription (*ZBTB11*) or in epigenetic processes (*HAT1*). However, also genes, which are not yet reported as having brain-related functions, such as *SPAP1*, which is expressed in mature lymphocyte B cells, contributed to delineate the “AD-like” group. 

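The zinc finger gene ZBTB11 had a mean signal of 475 ± 3.83 (SD, n = 2) in AD-like and 294 ± 57.8 (SD, n = 10) in old animals, a log2 difference of 0.69 that did not pass adjustment (limma, adjusted p = 0.964). The gene printed as SNAG1 had a log2 difference of 0.59 and the gene printed as SPAP1 one of 1.40. In these 3 genes both AD-like animals lay above 10 of 10 old animals.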

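CALU had a mean signal of 344 ± 6.86 (SD, n = 2) in AD-like, 505 ± 88.6 (SD, n = 10) in old and 369 ± 34.7 (SD, n = 6) in young adult animals. It was lower in both AD-like animals than in 10 of 10 old animals, with a log2 difference of -0.52 that did not pass adjustment (limma, adjusted p = 0.971). In old against young adult animals the log2 difference was 0.43, and all 10 old animals lay above every young adult.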

Calumenin (CALU), a protein which is involved in the regulation of vitamin K-dependent carboxylation of multiple amino-terminal glutamate residues and normally is present at very low levels in the brain, also was up-regulated in the 2 “AD-like” animals. Others encode proteins that are detected in neurofibrillary tangles, such as Ubiquilin-1 (UBQLN1), which promotes the accumulation of uncleaved PSEN1 and PSEN2 that are involved in AD pathology.

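UBQLN1 had signals of 756 and 612 in the 2 AD-like animals and a mean signal of 336 ± 124 (SD, n = 10) in old animals. The log2 difference was 1.11 and did not pass adjustment (limma, adjusted p = 0.936), and both AD-like animals lay above 10 of 10 old animals.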

**Figure 3:**
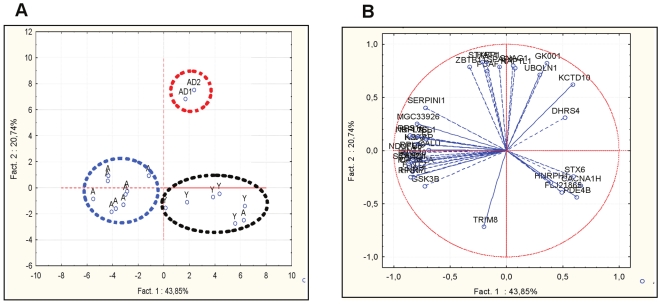
Principal component analysis of the 47 transcripts that are differentially regulated in aging or “AD-like” brain detected by SAM. **A**. Projection of the individuals shows that healthy aged animals can be discriminated from the young ones (axis 1), and “AD-like” can be differentiated from healthy old animals (axis 2). **B**. Projection of the genes. Genes located to the left of axis 1 characterize healthy aged animals, whereas genes located at the top of axis 2 characterize the “AD-like” group. Young (Y), aged (A) and “AD-like” (AD) animals.

The 47 genes sorted by SAM were included in the 695 genes identified by ANOVA as differentially expressed in the three groups. Among these 695 genes, the expression of 350 was modified by age, the expression of 427 by the “AD-like” pathology (Table 8) and some by both. Among the 350 genes modified by age, 209 were up-regulated and 141 down-regulated, and among the 427 genes modified by the pathology, 250 were up-regulated and 177 down-regulated. Moreover, 28% of the genes that were differentially regulated in “AD-like” samples showed a similar change in expression also in healthy old animals, whereas 72% showed an opposite change of expression in comparison to the healthy old group. 

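With limma's F test and contrast in place of the paper's tests, both at an unadjusted p under 0.05, 405 probe sets differed between old and young adult animals, of which 228 were higher and 177 lower in old animals. Between AD-like and old animals 396 differed, of which 87 were higher and 309 lower in AD-like animals. The analysis of variance and t-test on linear signals gave 450 for age, with 244 higher and 206 lower, and 368 for AD-like animals, with 229 higher and 139 lower. Without a filter limma gave 491 higher and 1030 lower for age and 1150 higher and 535 lower for AD-like animals. The direction of the changes thus depended on the filter in both comparisons, and among the kept probe sets that of the AD-like changes also on the scale and test.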

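Of the 396 probe sets selected for a difference between AD-like and old animals, 253 changed in the direction opposite to that of aging, a share of 63.9%, and 36.1% changed in the same direction. Among the 368 selected by the tests on linear signals 264 were opposite, or 71.7%. CLU and UBQLN1 were of the opposite kind, lower in old than in young adult animals and higher in AD-like than in old animals. The old animals stand in both comparisons, so opposite signs also arise where no group differs. In 100 simulated data sets without group differences the median share was 65.1% and the 95th percentile 69.2%. For the tests on linear signals the simulated median was 62.3% and the highest share 69.8%, and 40 of 100 random assignments of the animals to the groups gave at least 71.7%, a comparison chosen after the share was seen. When 5 old animals were used for aging and the other 5 for the AD-like comparison, the median share over 100 divisions was 55.1%, against 50.0% in simulated data. The covariance of the 2 sets of log2 differences was -0.062, below the lowest of -0.051 in simulated data, whose probe sets are independent, and 29 of 100 random assignments, which keep the correlation of probe sets, gave a covariance at least as low. The share was 52.5% without AD-like F2 and 72.9% without old M1. The Discussion takes the results of the study to favour the hypothesis that the events of brain aging and of AD development are distinct.

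**Figure D2:**
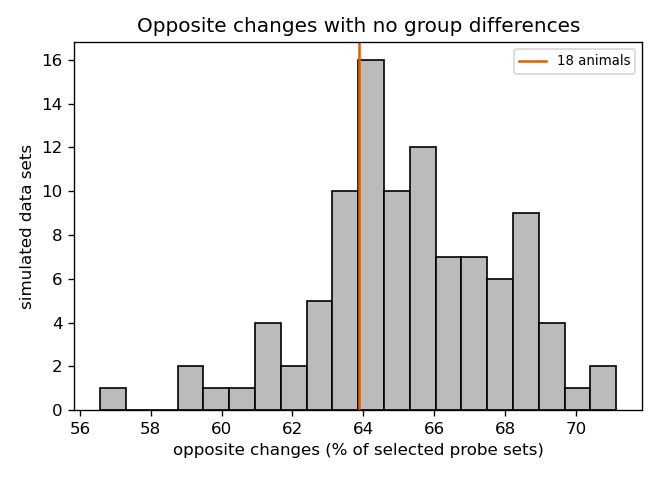
Share of selected probe sets with opposite changes (horizontal, in percent) in 100 simulated data sets without group differences (vertical, number of data sets). The orange line is the share in the 18 animals, 63.9%.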

We also analyzed the expression data by taking into account only the females. In this case the number of transcripts with significant changes was higher: 1,079 instead of 695 because of less variance due to a better homogeneity of the populations.

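In the 13 females, 1286 probe sets differed between the 3 groups at an unadjusted p under 0.05 by limma's F test, and 5 passed adjustment. The analysis of variance on linear signals gave 1339, and 1 after adjustment. Between AD-like and old females 596 probe sets were higher and 1192 lower at an unadjusted p under 0.05, and 11 passed adjustment. GADD45G, TMEM161A, CACNB3, NKAIN1 and CXXC1 are among these 11 and were named after their values were seen. Without AD-like F1, 2023 probe sets had an unadjusted F test p under 0.05 and 39 passed adjustment, and without AD-like F2 841 had an unadjusted p under 0.05. Between AD-like and old females 213 passed adjustment without AD-like F1, and 173 were higher and 677 lower at an unadjusted p under 0.05 without AD-like F2, the 1 female whose array carried no poly-A control RNA. Without a filter more were higher than lower, 3714 and 1638.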

**Table 8:** Genes that are differentially regulated during physiological or pathological aging sorted by ANOVA.

Comparison	Young *vs* Old	AD-like *vs* Old
Up-regulation	209	250
Down-regulation	141	177
All	**350**	**427**

Finally, hierarchical clustering indicated that each group had a distinct profile whatever the statistical test (SAM (Fig. 4) or ANOVA (Fig. 5)) used to sort and select the genes and that each profile was homogenous within the specific group, particularly in the “AD-like” animals. Hierarchical clustering identified clusters of genes that were down-regulated in old and up-regulated in “AD-like” animals and genes, which were up-regulated in young adults and down-regulated in old and “AD-like” animals, in good agreement with the PCA data and also with the ANOVA analysis that showed opposite changes (Fig. 4II; 5II) and similar changes (Fig. 4 I; 5III) in gene expression.

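When the 18 animals were clustered on the 47 probe sets of Tables 6 and 7 (average linkage, 1 minus Pearson correlation), the 3 top clusters held 9 old animals and young adult F2, 5 young adults, and the 2 AD-like animals with old M1. Counting the largest group of each cluster, complete linkage placed 14 of the 18 animals with their own group and Euclidean distance 18, against 16 with average linkage. The 14 include 1 from a tied cluster of 1 old animal and 1 young adult. Complete linkage joined both AD-like animals with 5 young adults and old M1. The 2 AD-like animals were nearest to each other under both linkages and with Euclidean distance. Over all 14911 probe sets this count was 10, and neither AD-like animal was nearest to the other. Only 1 cluster was led by a group there, with 6 old animals and 2 young adults. The others were tied, with 3 young adults, 3 old and 1 AD-like animal, and with 1 animal of each group.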

**Figure 4:**
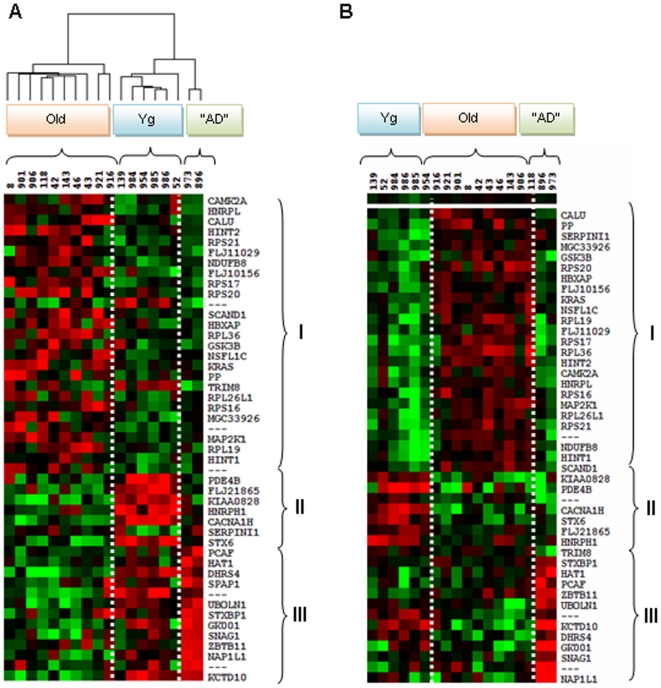
Transcriptional profiles in the temporal cortex of *Microcebus murinus*. Hierarchical clustering obtained with the 47 genes sorted by SAM. The transcriptional profiles of the temporal cortex of the 18 *Microcebus murinus* (i.e., 6 young adults (Yg), 10 old lemurs (Old) and 2 “AD-like” (AD)) showed three distinct profiles for the 3 groups. Each profile could be separated in three distinct regions which were conserved in the three groups. (A) Dendogram and clustering showing that the animals were clustered by age or by pathology. (B) Hierarchical clustering of lemurs according to age and pathology. The clusters show that the expression of some genes in “AD-like” lemurs is similar to that in young animals. The profiles of healthy elderly animals are drastically different from those of the two “AD-like” lemurs. In the three different parts: I- genes that are down-regulated in aging and in “AD-like” animals; II- genes that are up-regulated with young adults but are down-regulated in “AD-like” animals; III- genes that are down-regulated in old and up-regulated in “AD-like” animals. Red: over-expressed genes; green: down-regulated genes; black: genes without expression changes.

**Figure 5:**
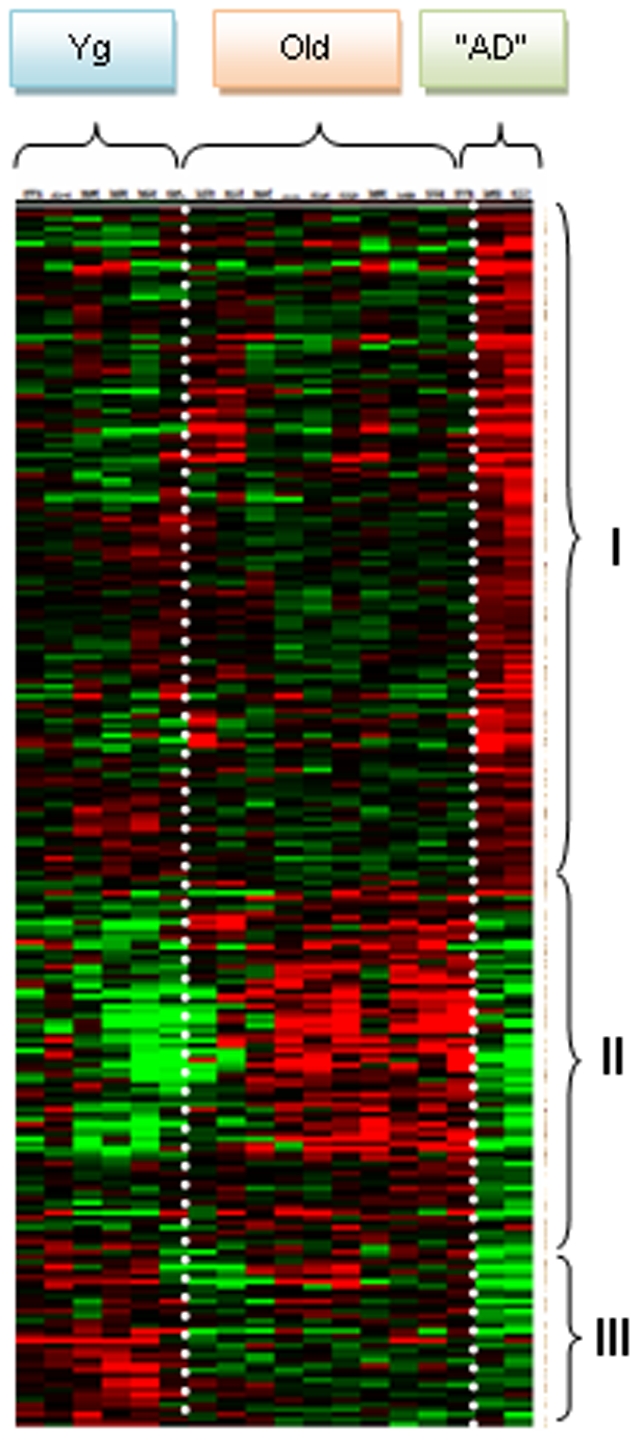
Transcriptional profiles in the temporal cortex of *Microcebus murinus*. Hierarchical clustering obtained with the 695 genes sorted by ANOVA. The transcriptional profiles of the 18 *Microcebus murinus* (i.e., 6 young adults (Yg), 10 old lemurs (Old) and 2 “AD-like” (AD)) showed 3 distinct regions: I- genes that are up-regulated in “AD-like” temporal cortex; II- genes that are down-regulated in “AD-like” temporal cortex and preferentially up-regulated in aged cortex; III- genes that are down-regulated in “AD-like” and preferentially up-regulated in young adult cortex. In red are shown genes that are over-expressed, in green genes that are under-expressed and in black genes without expression changes.

### Functional categorization and sexually dimorphic changes in aged *Microcebus murinus* males and females

By assessing the relative changes in expression within gene ontology categories, we could classify the differentially expressed genes according to their cellular functions and distribute them in 4 main modules: 1- Brain plasticity; 2- Signaling pathways; 3- Metabolism and protein synthesis; 4- Nuclear activity (Fig. 6 and Table S2_gene functional categorization). Most of the genes that were up-regulated with age and down-regulated in “AD-like” animals (especially those involved in protein synthesis) belonged to the “metabolism and protein synthesis” module (Fig. 6A, module 3a). 

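Of the 47 probe sets of module 3a, which covers protein synthesis and maturation, 32 were higher in old animals and 0 lower at an unadjusted p under 0.05 in limma. Between AD-like and old animals 7 of them were lower and 6 higher, and the t-test on linear signals gave 6 lower and 9 higher. The median log2 difference was 0.62 for age and -0.41 for AD-like animals. After quantile normalization 19 were higher in old animals. The study chose these probe sets on these samples.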

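Of the 49 probe sets of module 4a, 14 were higher and 11 lower in AD-like than in old animals at an unadjusted p under 0.05 in limma. Between old and young adult animals 9 were higher and 5 lower. The t-test on linear signals gave 21 higher and 11 lower for AD-like animals.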

Nuclear factors (Fig. 6A, module 4a) were differentially expressed particularly in the “AD-like” group. Analysis of the data from the 2 females only showed that the general profiles were maintained when compared with the data from all animals (Fig. 6B). Nevertheless, the number of genes that were up-regulated with age was higher, whereas the number of down-regulated genes involved in signaling transduction (Fig. 6B, module 2b), metabolism (Fig. 6B, module 3a) and in epigenetic regulations (Fig. 6B, module 4e) was lower.

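In females only, 24 of the 47 probe sets of module 3a were higher in old animals and 0 lower at an unadjusted p under 0.05 in limma. Of the 68 probe sets of module 4e, 8 were higher and 11 lower in old females, against 21 and 21 in all animals. Of the 26 probe sets of module 2b, 1 was lower in old females, against 3 in all animals. The females are fewer, which lowers the counts at a given difference.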

**Figure 6:**
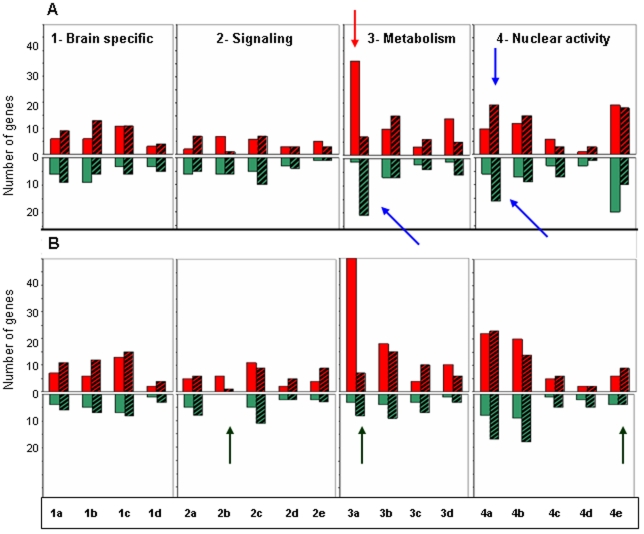
Gene changes in relation to their cellular function identified by gene ontology. The 695 genes sorted by ANOVA were classified into four main modules: 1- genes involved in brain plasticity [1a-neurotransmission, 1b-neurogenesis, 1c-adhesion and extracellular matrix, 1d-cytoskeleton]; 2- genes involved in transduction and signaling [2a-ion channels, 2b-kinases, 2c-phosphatases, 2d-transferases and 2e-growth factors]; 3- genes involved in metabolism and catabolism [3a-protein synthesis and maturation, 3b-proteolysis, 3c-glucidic and lipid metabolism and 3d-mitochondrial metabolism]; 4- genes involved in nuclear activity [4a-nuclear factors, 4b-transcription regulation, 4c-cell cycle regulation, 4d-apoptosis and 4e- epigenetic control]. Red bars represent genes that are up-regulated and the green bars genes that are down-regulated in the temporal cortex of aging animals; hatched red bars represent genes that are up-regulated and hatched green bars genes that are down-regulated in the temporal cortex of “AD-like” lemurs. ***A***. Classification with males and females together. ***B***. Classification with females only. In aging animals genes involved in protein synthesis were more frequently up-regulated (red arrow), and the most important differences between aging and “AD-like” profiles concerned genes that have a role in protein synthesis and nuclear activity (blue arrows).The major differences between A and B are indicated by black arrows.

## Discussion

*Microcebus murinus* is a useful primate model of cerebral aging and AD. We already showed that, not only they display pathognomonic lesions for AD and as observed in humans, both lemurs with AD-like pathology presented cortical atrophy. Recent studies have shown that brain measurement by MRI could be an important biomarker of degeneration like in the case of AD [19], [20]. They also represent a tool for anti-amyloid vaccination studies [21], MRI studies [10] and for developing cognitive tests [12], [14]. Therefore, to further develop the potentialities of this model, we wanted to identify in the temporal cortex of *Microcebus murinus* modifications in gene expression that were associated with physiological or pathological aging. Using human genome microarrays the overall rate of gene detection was about 20%. This value could appear to be rather low, but it has to be compared with other heterologous (*Rhesu*s monkey with human microarrays) or homologous (human with human microarray) studies where only 30–35% and 30–40% of genes were detected ([18]; JDV, personal communication). Our results also confirm earlier works [15]–[18] that human chips can be used in non-human primates.

Among more than 14,000 genes, we have identified 695 genes (around 4.9%) with significant expression changes in young, aged and “AD-like” animals. Analysis of the cortex transcriptome from human brain samples at different ages indicates that the expression of about 400 genes among 11,000 (around 3.6%) is significantly changed [22]. Our results are in the same order of magnitude.

We then compared the list of genes that changed in the human frontal cortex sorted by Lu et coll. (2004) with the genes changing in the lemurian temporal cortex. We found 13 common genes (out of 150) and also 58 (out of 150) that belong to the same family and have similar biological function (e.g. VAMP1/VAMP2 or Synapsin II and synapsin IIb). Most of the genes that are differentially expressed in both works appeared to be involved in the synaptic transmission (8/15), Ca^2+^ homeostasis (5/10), cAMP signalling (2/2)) and in transcription (6/8). In the study by Lu and coll. the expression of these genes was modified by age, whereas in our study, they are modified by age and/or by pathology.

The same applies to the fold changes that varied between 1.5 and 3. Moreover, analysis of the microarray data indicates that each group of animals (young adult, healthy old, and “AD-like”) has a distinctive gene expression profile in the temporal cortex, a structure involved in integrative functions such as memory. Previous studies have already concluded that the expression of many genes is modified during aging (reviewed in [2], [23], [24]. Specific profiles in relation with age were observed in human brain [22], [25] and in *Rhesus* monkey brain, particularly in the corpus callosum [18] and in the frontal cortex [25]. Interestingly, each brain region of adult or healthy elderly subjects had a distinct gene expression profile [26]–[28]. Altered gene expression was also observed between healthy elderly individuals and AD patients, for review [29], particularly in the hippocampus [30], [31] and in neurons of several brain structures [27].

Our results support the hypothesis that the events occurring during physiological brain aging and AD development are distinct. However, an important issue is to understand the transition from physiological to pathological brain aging which leads to neurodegenerative disorders. We observed that many of the genes up-regulated in healthy aged animals are involved in protein synthesis such as the genes coding for ribosomal proteins. These results support the idea that physiological aging, at least in the brain, is associated with permanent compensatory effects via increased protein synthesis. Conversely, these genes were down-regulated in the 2 “AD-like” animals, indicating a failure to compensate a decline in the metabolic activity in the brain of animals with amyloid deposits. Moreover, the expression of *UBQLN1*, an ubiquitin-like protein that plays a role in the regulation of the degradation of proteins by proteasome [32], was significantly decreased in both “AD-like” animals. This observation is important as accumulation of misfolded proteins, which are not degraded by the proteasome, may be involved in the development of neurodegenerative diseases. 

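Of 52 cytosolic ribosomal protein genes measured, 48 were higher in old than in young adult animals, with a mean log2 difference of 0.47. RPS21 had a log2 difference of 0.74 and lay above the young adult median in 10 of 10 old animals. The mean over the 52 genes was 0.20 ± 0.35 (SD, n = 10) in old and -0.27 ± 0.35 (SD, n = 6) in young adult animals on a centred log2 scale (two-sided exact permutation test, p = 0.0214). The list passed camera with the preset correlation (adjusted p = 2.02e-14) and did not pass with an estimated correlation (adjusted p = 0.291). Of the 52 genes, 20 were higher at an unadjusted p under 0.05 in limma, 0 when adjusted over all probe sets and 0 when adjusted over the list alone. Without young adult M1 the difference was 0.36 (two-sided exact permutation test, p = 0.0636). After median centring it was 0.51 and after quantile normalization 0.25. Random gene lists of like brightness had a mean difference of 0.22 before and 0.002 after quantile normalization. The ribosomal list lay at percentile 100 of these random lists both before and after. Within the arrays with poly-A controls the group means were 0.33 (n = 8) in old and -0.27 (n = 5) in young adult animals, and within those without they were -0.30 (n = 2) and -0.24 (n = 1). Old M1, at -0.63, lay below all other old animals.

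**Figure D3:**
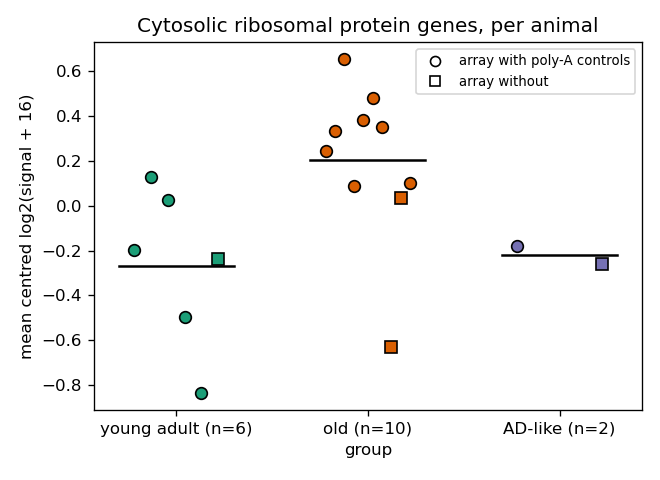
Mean centred log2 signal of 52 cytosolic ribosomal protein genes in each animal (vertical), by group (horizontal), with circles for arrays with poly-A controls and squares for arrays without. Lines are group means, 0.20 in old and -0.27 in young adult animals.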

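Of the 52 cytosolic ribosomal protein genes, 46 were lower in AD-like than in old animals, with a mean log2 difference of -0.42. The mean over the genes was -0.22 ± 0.06 (SD, n = 2) in AD-like animals, and the difference from old animals did not pass (two-sided exact permutation test, p = 0.152). Camera called the list with the preset correlation (adjusted p = 0.000178) and not with an estimated correlation (adjusted p = 0.831). After quantile normalization the difference was -0.16 (two-sided exact permutation test, p = 0.394). Random gene lists of like brightness had a mean difference of -0.25 before and -0.004 after quantile normalization. The ribosomal list lay at percentile 0.07 of these random lists before and 0.09 after. Among arrays with poly-A controls the mean was -0.18 (n = 1) in AD-like and 0.33 (n = 8) in old animals. Among those without it was -0.26 (n = 1) and -0.30 (n = 2). AD-like F2 thus lay between the 2 old animals of its set, old M1 at -0.63 and old M2 at 0.03. In females only the difference was -0.58 (two-sided exact permutation test, p = 0.0278). Without old M1 it was -0.52 (two-sided exact permutation test, p = 0.0182). These are the lowest p that the 36 and 55 splits of the animals allow. Among females AD-like F2 is the only animal whose array lacks poly-A controls. Without old M1, old M2 is the only old animal of that set. Both differences thus partly mix the pathology with the array batch. Of the 52 genes, 8 were lower at an unadjusted p under 0.05 in limma, and 0 passed when adjusted over the list alone. From the higher level in aging the paper proposes that physiological aging may go with compensatory protein synthesis, and reads the lower level in AD-like animals as a failure to compensate.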

The expression of other genes that are related to the regulation of neural plasticity, an important process involved in brain aging [3], [33], also was changed in “AD-like” animals in comparison to healthy old ones. Particularly, *GRIN1*, the NR1 subunit of the NMDA glutamate receptor, and *GRIA1*, a subunit of the AMPA glutamate receptor, which activate pathways involved in the induction of long-term potentiation (LTP) were markedly down-regulated. 

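GRIN1 had a mean signal of 444 ± 179 (SD, n = 2) in AD-like and 638 ± 389 (SD, n = 10) in old animals, a log2 difference of -0.37 (limma, adjusted p = 0.972), and 4 of 10 old animals lay above both AD-like animals. Without AD-like F2 the log2 difference was 0.04. GRIA1 had a log2 difference of -0.46, with 8 of 10 old animals above both AD-like animals, and did not pass (limma, unadjusted p = 0.182). Of 20 ionotropic and metabotropic glutamate receptor genes 14 were lower in AD-like animals (camera, adjusted p = 0.591). The mean log2 difference of these 20 genes was -0.20, and 0.02 without AD-like F2.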

AD-related pathologic processes lead to synaptic loss and dysfunction, particularly of glutamatergic transmission [34], [35] that can cause inhibition of LTP [36] as it has been shown also in rodents following acute treatment with Aβ oligomers [37]. Moreover, recent data have also demonstrated that changes in the expression of nuclear proteins, which induce epigenetic modifications of chromatin, play an important role in regulating synaptic plasticity and memory processes [38]. In our study, we observed that several genes implicated in epigenetic processes and transcription, such as histone acetyltransferases (*HAT1*, *PCAF*), histidine triad nucleotide binding proteins (*HINT1*, *HINT2*) and the cAMP responsive element binding protein (*CREB1*), were down-regulated during physiological and pathological brain aging. Conversely, *KRAS* and *HBXAP*, which mediates nucleosome assembly and chromatin remodeling, were up-regulated in healthy aged *Microcebus murinus*. 

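HAT1 had a mean signal of 286 ± 57.6 (SD, n = 2) in AD-like, 156 ± 28.8 (SD, n = 10) in old and 133.5 ± 49.7 (SD, n = 6) in young adult animals, with log2 differences of 0.82 for AD-like against old and 0.29 for old against young adult animals, the latter 0.02 without young adult F4. The gene printed as PCAF had log2 differences of 0.72 and 0.20 in these comparisons, the latter 0.06 without young adult F4, and the former 0.37 without AD-like F1. CREB1 had log2 differences of 0.71 and 0.06, the latter -0.03 without old M1 and -0.06 without young adult F4. HINT2 had log2 differences of -0.58 and 0.54. In HAT1 and PCAF both AD-like animals lay above 10 of 10 old animals. For the AD-like comparison HAT1, PCAF and CREB1 had an unadjusted p under 0.05 and HINT2 did not, and 0 of the 4 passed adjustment in limma (adjusted p = 0.971 for each).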

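The gene printed as HBXAP had a mean signal of 936 ± 127 (SD, n = 10) in old and 678 ± 139 (SD, n = 6) in young adult animals. Its log2 difference of 0.47 had an unadjusted p of 0.02005 and an adjusted p of 0.837 in limma, and 9 of 10 old animals lay above the young adult median.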

Finally, the expression of *CLU* (*APOJ*, *Clusterin*), which is considered as a risk factor for AD [39], [40] was significantly increased in both “AD-like” animals.

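CLU had a mean signal of 216 ± 52.1 (SD, n = 2) in AD-like, 86.4 ± 30.7 (SD, n = 10) in old and 227 ± 151 (SD, n = 6) in young adult animals. The log2 difference between AD-like and old animals was 1.22 and did not pass adjustment (limma, adjusted p = 0.964), and both AD-like animals lay above 10 of 10 old animals. The log2 difference between old and young adult animals was -1.04.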

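The difference between males and females in the change from young adult to old animals was tested for each probe set, with 4 young and 7 old females and 2 young and 3 old males. The arrays of young adult M2, old M1 and old M2 carried no poly-A control RNA and those of the 11 females did, so the test mixes sex with the array batch. At an unadjusted p under 0.05, 712 of 14911 probe sets differed by sex, fewer than the 746 that chance gives, and 0 passed adjustment in limma, with a smallest adjusted p of 0.133. With an offset of 1 in place of 16, 1 passed, as did 1 without old M1 and 1 without young adult M2. For the 52 cytosolic ribosomal protein genes the mean log2 difference between old and young adult animals was 0.50 in females and 0.37 in males (camera for the difference, adjusted p = 0.549). Without young adult M2, 1118 probe sets had an unadjusted p under 0.05.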

Our data also indicate that changes in gene profiles during aging in *Microcebus murinus* temporal cortex might show gender-specificity, suggesting that brain continues to present sexual differences during the entire life. This observation needs, however, to be confirmed since both “AD-like” animals were females. Nevertheless, sexual dimorphism in gene expression in aging human brain has been reported by Berchtold et al. [28] and in primate brain by Reinius et al. [41], whereas Lu and colleagues [22] did not evidence significant gender differences in the transcriptomic profiles of the human frontal cortex.

Overall, our expression data support the relevance of *Microcebus murinus* as a valuable non-human primate model for studying molecular brain changes in relation with age and neurodegenerative diseases such as AD.

## Materials and Methods

### Animals

The *Microcebus murinus* animals were all born in captivity in our breeding colony (CECEMA, University of Montpellier 2). They were divided into three groups: the first (young animals) included six 1 year/old adults (4 females and 2 males), the second (healthy old animals) included ten 8 year/old animals (7 females and 3 males), and the third (“AD-like” animals) two old females with cerebral ß-amyloid plaques. About 5% of old lemurs in our colony develop ß-amyloid plaques in the brain (unpublished data). Animals were euthanized with 150 mg/Kg ketamine. Animal care was in accordance with institutional guidelines and the animal protocol was approved by the Ethic Committee, Comité Régional d'Ethique pour l'Expérimentation Animale - Languedoc Roussillon (authorization #CE-LR-0816, 2008) in accordance with the European Community Council directives of November 24, 1986.

### Brain samples preparation

After euthanasia, each brain was cut in half along the midline. The right hemisphere was used for the microarray experiments and the left one for immunohistological experiments. For transcriptional analysis, the right hemisphere was dissected and cortex samples, weighing 25–35 mg, were flash-frozen and stored at −80°C until use. The left hemisphere was fixed in paraformaldehyde and embedded in paraffin as previously described [8], [14] and 6 µm serial sagittal sections were prepared.

### Immunohistochemistry

Presence of amyloid-ß-42 (Aß42) peptide aggregates was assessed using the rabbit polyclonal FCA3542 antibody (Calbiochem, Merck-bio, Germany). Sections were deparaffinized and hydrated through ethanol gradient. After formic acid pretreatment, sections were pre-incubated with 10% goat serum in Tris-buffered saline for 30 min. Then, sections were incubated with anti-Aß42 antibodies (1∶1000) at 4°C overnight. Immunological complexes were detected with biotinylated immunoglobulins (1∶1000) and horseradish peroxidase-labelled avidin (Vector Laboratories, Burlingame, VT). Immunoreactivity was revealed with 0.005% diaminobenzidine tetrahydrochloride (DAB, 0.35 mg/mL, Sigma, St Louis, MO). The primary antibody was omitted in the negative control and sections from *Microcebus murinus* brain specimens known to contain ß-amyloid plaques were used as positive controls. The *Microcebus murinus* brain atlas was used to localize the brain area of each section [42].

### RNA isolation and Affymetrix GeneChip processing

Total RNA was extracted from each temporal cortex sample (25–35 mg) using the RNeasy mini kit (Qiagen, Santa Clarina, CA) according to the manufacturer's protocol. The quality of each purified RNA sample was checked with a NanoDrop Agilent BioAnalyzer (Agilent Technologies, Santa Clara, CA). An average of 2 µg of total RNA from each cortex sample was prepared for hybridization with Affymetrix HG-U133 Plus 2.00 GeneChip (Santa Clara, CA) according to the manufacturer's protocol. This microarray contains 54,656 probes corresponding to 47,400 human transcripts. At the end of the experiment, the hybridized probes were scanned at a resolution of 3 µm in a confocal scanner (Affymetrix GeneChip Scanner 3000 7G). Affymetrix microarrays were processed in the Microarray Core Facility of the Institute of Research of Biotherapy, CHRU-INSERM-UM1 Montpellier (http://irb.chu-montpellier.fr/).

### Affymetrix GeneChip data analysis and filtering

Data were normalized with the GeneChip Operating Software (GCOS) algorithms. Then, the converted digital intensity values were stored as image data files and converted into cell intensity files using the Microarray Affymetrix Software 5.0 (MAS 5). MAS5 labels each transcript as “present” (P), “marginal” (M) or “absent” (A) by taking into account the average difference value calculated between the perfect match (PM) and the mismatch (MM) as detailed in the Affymetrix Genechip procedure (www.Affymetrix.com). A p-value risk was associated with the signal intensity. For each gene, the mean signal expression and standard deviation (SD) were calculated for each group. The fold change was determined by the ratio between old and young, and between “AD-like” and healthy old in order to study gene expression during physiological and pathological aging, respectively. All primary expression data files (*.cel) and (*.xls) are available at the authors' web site (http://www.mmdn.univ-montp2.fr/) and at GEO/NCBI (provisional accession number GSE21779). All steps were conducted according to the MIAME (Minimum Information About a Microarray Experiment) checklist [43].

### Detection of genes that were differently expressed in the three groups

To identify genes differently expressed in relation with brain aging or pathology, filtered data were analyzed with the SAM (Significance Analysis of Microarrays) method [44], which uses permutations of repeated measurements to protect against non-normal data distribution. For that purpose, each group was compared to the other groups using 1,000 permutations. Because each animal may show intrinsic individual variability, the threshold for determining the rate of change was set at 1.5. SAM calculates the false discovery rate (FDR) with a q-value according to the delta cutoffs. The statistical significance of the genes was also investigated by Student *t*-test or by ANOVA with the “R” software. Finally, to construct a predictive model of the changes observed, a projection by principal component analysis (PCA) was carried out.

### Gene profiling

The gene expression profile of each group was established using the Cluster and Treeview software programs [45]. These analyses allowed us to build a hierarchical clustering of the genes that are significantly associated with brain aging.

### Functional categorization of the identified genes

To categorize the genes that were differentially expressed, we used two approaches: the first approach consisted in searching the literature using PubMed (NCBI), GenBank (www.ncbi.nlm.nih.gov/Genbank/), or specific databases such as Gene Expression Omnibus (GEO) (www.ncbi.nlm.nih.gov/geo/), the KEEG pathway database (www.genome.jp/kegg/pathway.html), UniProt (www.uniprot.org), and the Allen Brain Atlas (www.brain-map.org; http://humancortex.alleninstitute.org/has/human/docs.html). The second approach consisted in assigning genes to biological and molecular functions using the hierarchical database of the Gene Ontology (GO) consortium and EASE (Expression Analysis Systematic Explorer software; www.geneontology.org/). Finally, PathwayArchitect (Stratagene, Genome Exploration, UK) and IPA-Ingenuity (www.ingenuity.com) allowed us to build interactive networks.

## Supporting Information

Table S1 Genes sorted by anova
(0.05 MB XLS) Click here for additional data file.

Table S2 Gene functional categorization
(0.19 MB XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

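Temporal cortex RNA from 18 grey mouse lemurs (6 young adult, 10 old and 2 AD-like) had been hybridized to human HG-U133 Plus 2.0 arrays. The authors processed the arrays with GCOS 1.2, and the intensity values, as deposited by the authors, are linear signals scaled to a trimmed mean of 100 for each array. Detection calls were not used here. Human probes were hybridized with lemur RNA, so a signal depends on the match between probe and transcript, and only the same probe set was compared between animals.

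The 14911 probe sets with the highest third-highest signal were kept, and signals were transformed to log2(signal + 16). Comparisons between old and young adult, AD-like and old, and AD-like and young adult animals, and across the 3 groups, used limma 3.58.1 in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05, beside counts at an unadjusted p under 0.05. AD-like against young adult animals gave 173 probe sets higher and 474 lower at an unadjusted p under 0.05 in limma, and 0 after adjustment. The t-test on linear signals gave 330 higher and 208 lower, 538 together, and 0 after adjustment. The direction of these counts thus turned with the scale and test. The analysis of variance and t-test on linear signals that the methods name were run beside limma. SAM was written anew in Python 3.11.15 with numpy 2.4.6, with 100 random splits of the animals for old against young adult and all 66 splits for AD-like against old, at estimated FDR limits of 11% and 22%.

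In all, 30 gene lists were tested with camera from limma, with a preset correlation of 0.01 and with the correlation estimated, taking for each gene the kept probe set with the highest mean signal. Means over a list in each animal were compared by two-sided exact permutation tests. Random lists of like brightness were drawn 10000 times for the lists discussed. Principal components were computed on standardized linear signals, and clustering used scipy 1.17.1.

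On simulated data of the same design, limma called 40.3%, 85.1% and 98.5% of probe sets changed by a log2 of 1, 2 and 3 between old and young adult animals. Between AD-like and old animals it called 4.48%, 56.7% and 84.8%, so changes of a log2 of 1 would mostly be missed there. The 3 sizes were planted together, in 67, 67 and 66 probe sets, which eases the adjustment for each. Where fewer probe sets change, fewer would be called, so 0 calls does not exclude changes of these sizes. SAM called 41 of 100 probe sets changed 2-fold and 74 of 100 changed 4-fold.

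Named genes are the 10 probe sets with the smallest p in the comparisons of old with young adult and AD-like with old animals, the genes the paper names, and 4 members of each list with the smallest p; other genes are marked where they occur. The paper's tables had been seen when that rule was written. Before the data were examined, alternatives were set for the offset, the normalization, the filter, the variance model, sex as a covariate, females only, the label numbers as a block, and leaving out each animal. The 4 arrays without poly-A control RNA, and the 3' to 5' ratios of GAPDH and beta-actin as covariates, were added after the data were seen. Labels with the same number did not pair animals. Genes without a symbol in the probe table used were not reported here. SAM across the 3 groups was not run.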

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

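The tests of chance for the counts of probe sets in old against young adult animals and in the 3 groups, both tests on the probe sets lower in AD-like animals, and the draws for the share of opposite changes by the tests on linear signals and over all probe sets, were chosen only after the results were seen, as were the comparisons by poly-A control RNA.

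In 68 groups of values, an animal lay far from the rest of its group in 4, where chance flags about 1 in 20 groups, or 3.4. Young adult M1 had a log2 3' to 5' ratio of GAPDH of 0.68, and the other young adults had at most 0.32. Old M1 had a mean of -0.63 over the cytosolic ribosomal protein genes, and the other old animals had at least 0.03. Young adult M2 had a mean of -0.19 over genes of GABA synthesis, transport and receptors, and of -0.63 over immediate early genes, where the other young adults had at least 0.09 in both. Old M1 and young adult M2 are among the 4 animals whose arrays carried no poly-A control RNA. Between these 4 arrays and the other 14, 2297 probe sets differed at an adjusted p under 0.05 in limma, which the paper does not report. The 4 arrays are those of young adult M2, old M1, old M2 and AD-like F2, so sex is mixed with this contrast. Whether the difference is technical was not tested.

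The change from young adult to old animals differed by sex for 3 of the 30 lists in camera with the preset correlation. Males exceeded females by 0.52 on the log2 scale for proteasome subunits (adjusted p = 0.000204) and by 0.38 for the respiratory chain and ATP synthase (adjusted p = 0.000817). For markers of endothelial cells and pericytes the difference was -0.66 (adjusted p = 0.0433). With an estimated correlation 0 of the 3 passed (adjusted p = 0.832, 0.546 and 0.546). Of the 5 males here 3 had arrays without poly-A control RNA, and of the 11 females 0, so sex is mixed with the array batch in this test.

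In lists that the paper does not discuss, 27 of 28 proteasome subunits were higher in old than in young adult animals, with a mean log2 difference of 0.40 (camera, adjusted p = 2.42e-06, and 0.462 with an estimated correlation). The difference was 0.26 without young adult M1 and 0.22 in females. Of 15 glycolysis genes 12 were higher, with a mean log2 difference of 0.29 (camera, adjusted p = 0.0223, and 0.291 with an estimated correlation), and the list did not pass without old F4, young adult F2 or young adult M2 (camera, adjusted p = 0.0567, 0.0543 and 0.0528) or in females (0.0662).

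The higher level of ribosomal protein genes in old animals was set against 3 technical explanations. With the 2 sets of arrays as a block 102.8% of the difference was kept, and within the 14 arrays 128%, which argues against the array batch as its whole cause. With the ratios of GAPDH and beta-actin as covariates 99.4% and 116% were kept, where the difference itself has a standard error of 38.4%. The difference thus did not follow these ratios. The log2 ratio of beta-actin was negative on every array, from -3.27 in old F2 to -0.40 in old F4. With human probes on lemur RNA these ratios may not measure degradation, so RNA degradation stays open. After quantile normalization 52.1% was kept, with a standard error of 23.4%, and after median centring 107.8%, with a standard error of 42.8%. The percentage kept depends on the normalization, so the scaling of the arrays may be part of the cause. The list lay above the highest of the random lists of like brightness, at 0.47 against 0.35 before quantile normalization. After it the values were 0.25 and 0.16. This argues against a scaling shared by probe sets of like brightness as the whole cause. How much of the difference is a change with age cannot be told. Age stays open as the biological explanation.

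For the 253 of 396 probe sets with opposite changes in AD-like animals, the share of 63.9% lies below the 95th percentile of 69.2% in simulated data without group differences, so the shared old animals may account for it. By the tests on linear signals the share of 71.7% lies above the highest simulated share of 69.8%, and over all probe sets the share of 61.2% lies above the highest of 58.96%, so there the shared animals do not account for it if probe sets are independent. Random assignments of the animals, which keep the correlation of probe sets, reached these shares in 40 and 30 of 100 draws. With separate old animals the median of 55.1% lies just above the simulated 95th percentile of 54.5%, and 52 of 100 divisions lie above it. A difference with the pathology stays open.

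Among the kept probe sets 539 were lower in AD-like animals, where chance gives 373 on average. With the 2 sets of arrays as a block 570 were lower. How far the chance count spreads among correlated probe sets was not tested by splits of AD-like and old animals. The excess over 373 with the block was 119% of that without, and 84.4% to 164% when 1 animal was left out. This argues against the array batch as the whole cause and leaves chance open. Of the 539, 51.6% lay in the dimmer 50% of the kept probe sets, which argues against dim probe sets alone. Without a filter the direction turned, with 2146 higher and 989 lower, and 3714 and 1638 in females. With a mean signal of at least 100 as the filter 137 were higher and 517 lower in limma. The t-test on linear signals gave the other direction on the kept probe sets, with 451 higher and 317 lower. The excess of lower probe sets thus held for bright ones in limma, and not over the whole array or by the t-test. Among females alone 1192 were lower, and 677 without AD-like F2, the 1 female array without poly-A control RNA, so the males are not needed for the count, and the pathology stays open.

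Chance cannot be excluded for the counts of probe sets and lists. For old against young adult animals, 28 of 100 splits of the animals gave at least as many probe sets as the 883 found, and the highest other split gave 2224. The high counts follow the array batch in part, since that split places 0 of the 3 arrays without poly-A control RNA among the young adults. Of the 48 splits that place 1 there, as the real one does, 5 gave at least 883, with a highest other of 1449, and the count with the batch as a block was 1263. For the gene lists 12 of 100 splits gave at least the 6 found, with a highest other of 9. In females, all 11 of them with poly-A control RNA, 29 of 100 gave at least 696, with a highest other of 2435. For the 3 groups 38 of 100 draws of the labels gave at least 755, with a highest other of 3510. Splits with several times the real count point to a structure among the animals other than their groups.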

How the results depend on the processing

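The comparisons by poly-A control RNA and with the GAPDH or beta-actin ratio as a covariate were chosen after the data were seen. Of 730 values for the comparisons under an alternative, 598 kept their direction and side of the threshold, 127 moved, 3 became stronger, 1 weaker and 1 reversed. For named genes 841 of 860 stayed the same, 15 became weaker, 1 stronger and 3 reversed. The cause of these changes was not tested, except that fewer or more probe sets or animals change a count by construction. Changes near the background signal cannot be seen, and with 2 AD-like animals small changes are missed.

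For old against young adult animals the count past an adjusted p of 0.05 was 0 in limma, while SAM called 56 at an estimated FDR of 9.92% and 6 at one of 0%. The count at an unadjusted p under 0.05 was 883, and 2926 without a filter (1001 higher and 1925 lower), 507 in the brightest 50% of probe sets and 1602 with the beta-actin ratio, and ranged from 521 to 1271 when 1 animal was left out. For AD-like against old animals 1 probe set passed adjustment, 2 with an offset of 1, 0 with an offset of 50, after quantile normalization, after median centring, without a filter, in the brightest 50%, with the array batch or the GAPDH ratio in the model and with the t-test of the methods, 9 with sex as a covariate, 11 in females, 14 within the 14 arrays and 2 with the beta-actin ratio, and 0 to 19 when 1 animal was left out. SAM called 145 at an estimated FDR of 21.2% and 1 at one of 0%. At an unadjusted p under 0.05 the count of 727 became 3135 without a filter (2146 higher and 989 lower), 362 in the brightest 50%, 1635 with sex and 1788 in females, and 577 to 1139 when 1 animal was left out. For AD-like against young adult animals 0 passed, 2 with sex, 3 in females and 10 within the 14 arrays, and 0 to 5 when 1 animal was left out, and the unadjusted count of 647 became 2690 without a filter, 304 in the brightest 50%, 1222 with sex and 1241 in females.

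For the 3 groups 0 passed, 1 with an offset of 1, 2 with sex and 5 in females, and 0 to 2 when 1 animal was left out. The unadjusted count of 755 became 2969 without a filter, 404 in the brightest 50%, 1462 with sex, 1286 in females and 1203 with the beta-actin ratio, and 157 at p under 0.01. In females 5 passed, 0 without a filter, 1 with the analysis of variance, and 1 to 39 when 1 animal was left out, and the unadjusted count of 1286 became 4337 without a filter and 841 to 2023 when 1 animal was left out. For the effect of aging by sex 0 passed, 1 with an offset of 1, and 0 to 1 when 1 male was left out, and the unadjusted count of 712 became 2875 without a filter and 673 to 1118 when 1 male was left out.

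Of the gene lists 6 passed for old against young adult animals and 0 with an estimated correlation. For AD-like against old animals 1 passed, 3 with an offset of 50, in females and with a variance trend, 2 with array weights and with AD-like and old animals alone, 8 without a filter, 5 with sex, and 0 after quantile normalization and with an estimated correlation, and 1 to 4 when 1 animal was left out. The ribosomal protein difference between old and young adult animals was 0.36 to 0.57 when 1 animal was left out. Between AD-like and old animals it was -0.58 with sex as a covariate and in females, and -0.52 to -0.37 when 1 animal was left out. The beta-actin log2 ratio of AD-like against old animals, 0.43, was -0.024 with the array batch as a block.

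The share of opposite changes, 63.9%, became 68.6% after median centring, 69.1% without a filter, 71.4% with sex and 72.9% in females. It was 72.7% with array weights, 71.7% with the tests of the methods and 55.3% within the 14 arrays. With the old animals divided it was 55.1%, and 52.5% to 72.9% when 1 animal was left out. A different share, with AD-like animals set against young adults in place of old animals, was 25.6%. The young adults then stand in both comparisons, which favours similar signs, with a covariance of 0.070 against -0.062. The first 2 components held 64.7%, and 74.8% on the covariance matrix (67.3% and 7.52%) and 35.0% over all kept probe sets (23.5% and 11.5%). Clustering over all kept probe sets placed 10 animals with their own group when tied clusters are counted, and 6 in a cluster that their group led. After quantile normalization 19 probe sets of module 3a were higher in old animals. Of Table 5, 15 probe sets were lower within the 14 arrays and 10 to 37 when 1 animal was left out.

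GADD45G, the 1 probe set that passed for AD-like against old animals, had an adjusted p of 0.237 with an offset of 50, 0.0862 without a filter and 0.121 within the 14 arrays, and is not among the brightest 50% of the kept probe sets. CREB1 had a log2 difference between old and young adult animals of -0.061 to 0.129 when 1 animal was left out. GRIN1 had one of -0.78 to 0.037 between AD-like and old animals when 1 animal was left out.

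Animals with the same label number correlated between -0.27 and 0.47, so the numbers do not pair them. With the number as a replicate block the counts for AD-like against old animals were 3 past adjustment and 2292 at an unadjusted p under 0.05, for AD-like against young adult animals 2 and 1890, and for the 3 groups 1799 at an unadjusted p under 0.05, with 5 lists and a share of opposite changes of 72.2% under this block.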

Differences from the paper's values

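Counts are taken as equal here where they lie within 1.5 times of each other. The paper reports 44 genes higher in old animals at an FDR of about 10%, and limma gave 0 at that level, as in each other limma setting, while SAM gave 56, within that range. For AD-like against old animals the paper reports 40 at an FDR of about 21%, and limma gave 8. With sex as a covariate the count was 46, within that range, as was the count without AD-like F2, and SAM gave 145, outside it. The paper reports 250 genes higher and 177 lower with pathology, and limma gave 87 and 309. The higher count lay within the range with sex as a covariate (282), in females and with the tests of the methods (229), and outside it under the other alternatives to the whole data. The lower count lay within it in the brightest 50% of probe sets (179) and with the tests of the methods (139), and without old F5 (265).

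Table 7 prints a fold of 1.09 for NAP1L1 in old over young adult animals, and the signals give -1.09. The text gives a highest fold of 3.82 for Table 3 and the signals give 2.04, and for Table 5 it gives −3.3 where the signals give -5.20. No alternative applies to these 3 folds. Of 224 folds printed in the tables 221 lay within 0.03 of the signals, and the others are that of NAP1L1 and the fold of RPS21 in AD-like over old animals, which Tables 5 and 6 print as −1.60 and the signals give as -1.69. Table 3 prints 43 entries and the text counts 44.

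The text names CALU as higher in AD-like animals, and its log2 difference from old animals was -0.52. The Discussion gives UBQLN1 as lower, and its log2 difference was 1.11. It gives HAT1, PCAF and CREB1 as lower, and their log2 differences between AD-like and old animals were 0.82, 0.72 and 0.71. It gives HINT1 and HINT2 as lower in physiological and pathological aging, and their log2 differences between old and young adult animals were 0.77 and 0.54, while between AD-like and old animals, where the paper also gives them as lower, they were -0.53 and -0.58. The former was -0.11 without AD-like F2 and -0.96 without AD-like F1. GRIN1 and GRIA1, given as markedly lower, had log2 differences of -0.37 and -0.46 that did not pass. The tables printed in the article do not list GRIN1, GRIA1 or CREB1, so the probe sets used here may not be those of the paper.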

Other observations

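Microglia and macrophage markers were higher in AD-like than in old animals in 4 of 4 genes, with a mean log2 difference of 0.52 (camera, adjusted p = 0.176). Of 31 genes linked to Alzheimer disease 13 were higher and 18 lower in AD-like animals (camera, adjusted p = 0.793). On centred and unscaled log2 signals the first component of all kept probe sets held 23.4% of the variance and separated the 4 arrays without poly-A control RNA from the other 14 (two-sided exact permutation test, p = 0.000327). Young adult M1, whose array carried these controls, scored 50.8 beside the 4 arrays, which scored from 52.6 to 64.7, while the other 13 scored at most 15.4, so this component does not follow the poly-A controls alone.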
